A study of Homo sapiens with 6 samples. Its data were reported in "Characterization of a novel OTX2‐driven stem cell program in Group 3 and Group 4 medulloblastoma" (2018).

How the data were processed

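RNA from tumorspheres of the medulloblastoma cell line D283 was hybridized by the authors to Affymetrix Human Gene ST arrays. The series held 6 arrays, 3 of cells given an siRNA against OTX2 (OTX2 KD) and 3 of cells given a non-silencing siRNA (scramble), which were biological replicates per the study's methods. Groups and replicate numbers were taken from the sample titles. Hybridization batches and scan dates were not given in the sources used here.

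The deposited values were RMA expression values on a log2 scale, which the authors made with Affymetrix Expression Console (background correction, quantile normalization and a median-polish summary to 1 value per transcript cluster). The table held 53617 clusters on each array, and all were tested, with no filter on dim clusters. In the annotation used, 16098 clusters had 1 gene symbol, 0 had several and 37519 had none, so that 14884 genes were named, 779 of them by more than 1 cluster. The number of arrays limits the precision.

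OTX2 KD was compared with scramble by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, residual df 4, prior df 3.17), with Benjamini-Hochberg adjustment over all clusters. Clusters were counted as changed at an adjusted p below 0.05 with at least 2-fold change, and again with an unadjusted p below 0.05, because the study does not say whether its p was adjusted. Errors are SE of the fitted log2 fold change or SD of the group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

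Gene lists were tested with camera (limma, preset correlation 0.01, adjusted over the lists) on the brightest cluster of each named gene, and beside it with camera with an estimated correlation and with fry. The design, 36 gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The lists covered semaphorin ligands, semaphorin receptors, ephrins and Eph receptors, netrins and slits, the MAP kinase cascade, DNA replication, mitosis, DNA repair, p53 targets, early neuronal genes, synapses, neuronal ion channels, photoreceptors, Group 3 and Group 4 tumours, stem and progenitor cells, Polycomb, HOX genes, WNT, Notch, BMP and TGF-beta, Sonic hedgehog, skeletal muscle, interferon, protein stress, hypoxia and glycolysis, cholesterol, ribosomal proteins, ribosome synthesis, astrocytes, oligodendrocytes, mesenchyme, endothelium, leukocytes, neural crest and the genes the study's text names. Of the 36 lists, 34 had at least 3 measured genes and were tested, and 1 tested list is not reported here.

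Genes were named by a rule: OTX2, the genes the study's text names, the 10 largest rises and 10 largest falls among named clusters past adjusted p 0.05 whose groups did not overlap, and the 2 largest rises and 2 largest falls of each list past that threshold. The rule gave 119 genes, and 34 more were chosen after their values were seen.

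Alternatives were the replicate number as a block, median centring, a repeated quantile normalization, a restriction to clusters at or above the median level, a restriction to clusters with 1 symbol, trend and robust variance, no fold limit, a test against a 1.5-fold limit, the mean of a gene's clusters, the other set tests, and leaving out each array. The analysis was tested on simulated data of the size of this comparison, with 53617 clusters. At log2 changes of 0.5, 1, 2 and 3, with 50 clusters planted at each, 10%, 58%, 98% and 98% were recovered. Only 200 clusters were changed there, whereas 27.9% of clusters passed adjusted p 0.05 in the data. The adjusted threshold was therefore stricter in the simulation, and these shares are not recovery rates of the real comparison. Of 53417 unchanged clusters 3 were called, and 1 of 100 sets of unchanged genes had an unadjusted p below 0.05. The simulated noise was independent between clusters, so that error rate does not cover lists of correlated genes. In the data the mitosis list, for example, had an estimated correlation of 0.298.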

Results

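Gene expression was measured in tumorspheres of D283, an established medulloblastoma cell line with features of Group 3 and Group 4 tumours, grown in suspension under stem cell conditions. Medulloblastoma is a childhood tumour of the cerebellum, and OTX2 is a homeobox transcription factor of the developing brain and retina. OTX2 was silenced with 1 siRNA (OTX2 KD, n = 3 arrays), and a non-silencing siRNA served as control (scramble, n = 3 arrays). Each array gave a log2 expression value for 53617 transcript clusters, of which 16098 (30%) carried a gene symbol in the annotation used and represented 14884 genes. Array medians lay between 3.60 and 3.71 log2 units. Pairs of arrays of the same group correlated with r between 0.990 and 0.993 across clusters (6 pairs), and pairs from different groups with r between 0.959 and 0.965 (9 pairs). These correlations are across clusters, which are not independent replicates. The number of arrays limits the precision of every value given here.

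The comparison asked which transcripts depend on OTX2 in these cells. OTX2 RNA (transcript cluster 16793329) was lower in every knockdown array than in every control array. Its level was 9.58 ± 0.029 (SD, n = 3) in OTX2 KD and 10.56 ± 0.007 (SD, n = 3) in scramble, a log2 fold change of -0.97 ± 0.073 (SE), or 1.96-fold lower (limma, adjusted p = 8.7e-05). Knockdown was accompanied by a broad shift in RNA levels. At an adjusted p below 0.05 and at least 2-fold change, 1672 clusters were higher and 1941 were lower in OTX2 KD, 3613 together. Without the fold limit, 7932 clusters were higher and 7034 were lower, together 27.9% of all clusters. That balance depended on scaling, with 6027 higher and 8611 lower after median centring and 7195 and 7288 after a repeated quantile normalization, a comparison chosen after the data were seen. Medians of the 3 OTX2 KD arrays (3.67 to 3.71) lay above those of the 3 scramble arrays (3.60 to 3.62). The 3 values of each group did not overlap for 22495 clusters (42.0%), where chance gives 10%. With an unadjusted p below 0.05 and the same 2-fold limit, 3661 clusters differed, 1702 higher and 1959 lower. The study states a p and a 2-fold limit but not whether that p was adjusted. Among clusters assigned to protein-coding genes, 533 were higher and 1017 were lower. GAPDH, chosen after its values were seen, had a log2 fold change of -0.10 (adjusted p = 0.437). With 1 siRNA against OTX2 on these arrays, effects of the siRNA on other transcripts were not separable from those of OTX2. Outside the arrays, the study reports higher MAP2 RNA in D283 by qPCR with several OTX2 siRNA sequences. With several sequences it also reports higher NRP1 and L1CAM protein in the MB3W1 line.

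The 10 largest increases among named genes included adhesion molecules, Eph receptors and a microtubule protein of neurons. HEPACAM2, an immunoglobulin-like adhesion protein, rose 47.6-fold, from 2.84 ± 0.109 in scramble to 8.41 ± 0.071 in OTX2 KD (SD, n = 3, adjusted p = 9.6e-07). The Eph receptors EPHA3 and EPHA5 rose 36.0-fold and 29.8-fold. The netrin receptor DCC rose 19.9-fold, the neuronal transcription factor NHLH1 19.5-fold and the dendritic microtubule protein MAP2 17.3-fold. JAKMIP2 rose 29.2-fold, the neuronal pentraxin receptor NPTXR 22.6-fold, ANKFN1 15.8-fold and the neural cell adhesion molecule NCAM2 13.8-fold. In scramble, HEPACAM2, EPHA3, EPHA5, JAKMIP2 and ANKFN1 lay below the median of every array, and signal over background was not measured, so the size and order of these folds are uncertain. The strongest decreases included TTR, which encodes the thyroid hormone carrier transthyretin. TTR was 18.0-fold lower, at 5.03 ± 0.137 in OTX2 KD and 9.20 ± 0.118 in scramble (SD, n = 3, adjusted p = 2.78e-06). The WNT receptor FZD7 was 12.2-fold lower, the mitotic kinase PBK 12.1-fold, TRIM38 10.3-fold and CCBE1 10.1-fold. OCA2, ZSCAN4, the cell cycle phosphatase CDC25A, the desmosomal cadherin DSG2 and the hexokinase HKDC1 were between 8.88-fold and 9.81-fold lower. All of these genes had adjusted p-values of 1.36e-05 or less, and they were chosen among clusters whose groups did not overlap.

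**Figure D1:**
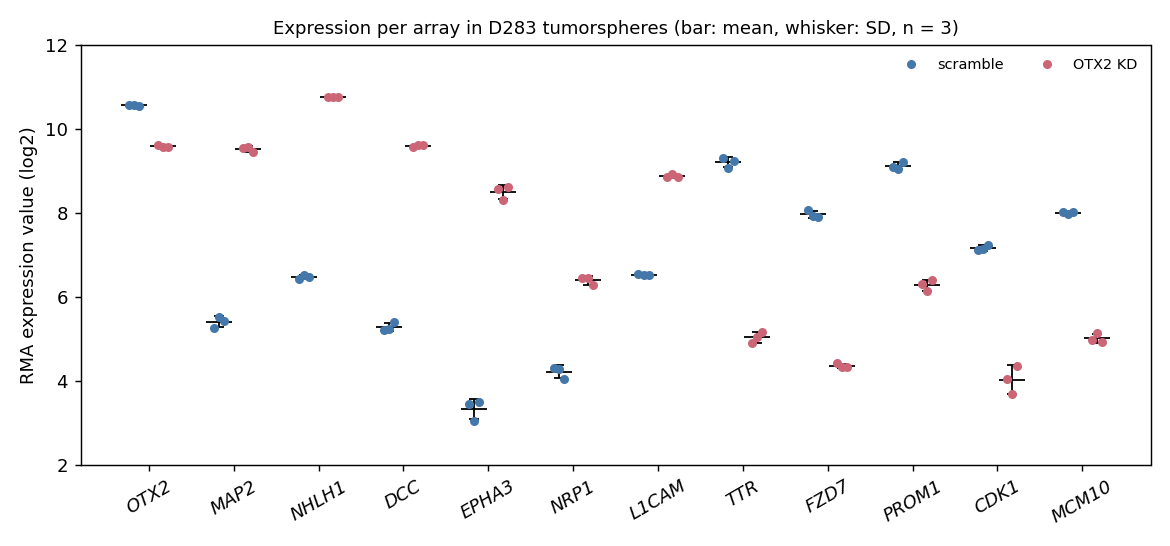
RMA expression values (log2, vertical axis) of 12 genes in each array. Points are arrays, horizontal bars are group means and whiskers are SD (n = 3 per group). OTX2 was 1.96-fold lower in OTX2 KD, MAP2 was 17.3-fold higher and TTR was 18.0-fold lower, and the points of the 2 groups do not overlap for any gene drawn.

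Axon guidance genes were examined because the study followed these pathways. Receptors and coreceptors of the semaphorins, secreted or membrane-bound guidance cues, rose as a group. Of 15 measured plexins, neuropilins and L1CAM-family coreceptors, 12 rose, 0 fell and 3 did not pass the test, and the count adjusted over the list alone was the same 12. The neuropilins NRP2 and NRP1 rose 5.39-fold and 4.53-fold, the adhesion molecule L1CAM 5.11-fold and the plexin PLXNA2 3.44-fold. The list had a median log2 fold change of 0.99 (camera, adjusted p = 8.12e-08), with adjusted p = 0.126 with an estimated correlation. The semaphorin ligands themselves were not analysed here, because no cluster carried their symbols in the annotation used.

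Netrin and slit pathway genes also rose as a group. Of 19 measured members, 13 rose, 1 fell and 5 did not pass, and the same 13 and 1 were counted when adjusted over the list alone. DCC rose 19.9-fold, and SLIT1, a repulsive cue for growing axons, rose 13.0-fold (log2 fold change 3.70 ± 0.142, SE). The secreted netrin NTN4 was the member that fell, with a log2 fold change of -0.87 ± 0.080 (SE). The list median was 0.66 (camera, adjusted p = 1.02e-05), with adjusted p = 0.0899 with an estimated correlation. Ephrins and their Eph receptors moved in both directions. Of 21 measured, 9 rose, 7 fell and 5 did not pass, with the same counts when adjusted over the list alone. EPHA3 (5.17) and EPHA5 (4.90) had the largest log2 rises, whereas the ligand EFNA4 (-2.48) and the receptor EPHA2 (-2.43) had the largest falls. As a set the ephrin list did not pass camera (adjusted p = 0.213), although it did pass fry, which tests whether a set moves on balance in 1 direction without comparing it with other genes (adjusted p = 0.000128). Over these 3 lists, 34 of 55 measured genes rose and 8 fell. Of the list members chosen after their values were seen, the plexin PLXNA3 rose 3.43-fold and the ephrin EFNB2 8.46-fold, and the receptor EPHB4 was 3.65-fold lower.

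**Figure D2:**
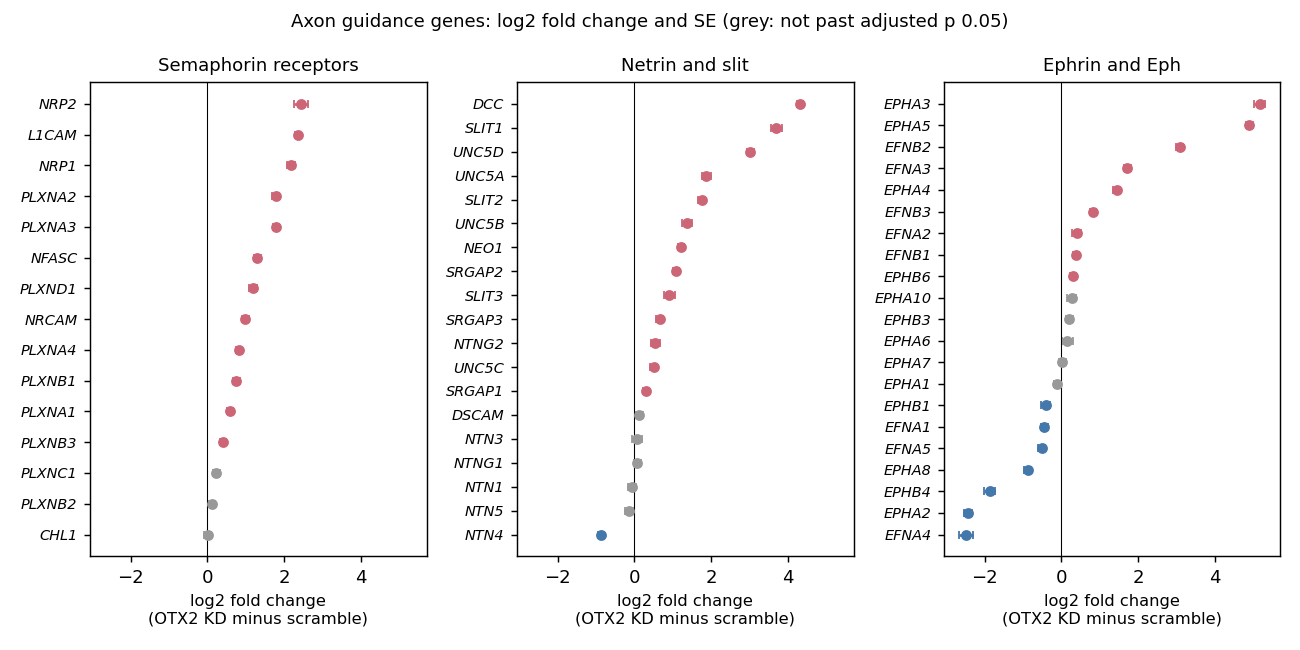
Log2 fold change (OTX2 KD minus scramble, horizontal axis) of each measured gene of the semaphorin receptor, netrin and slit, and ephrin and Eph lists. Points are estimates from 3 arrays per group, whiskers are SE, red and blue mark genes past adjusted p 0.05 and grey marks the others. In the semaphorin receptor panel 12 of 15 genes are red and 0 are blue, whereas the ephrin panel has 9 red and 7 blue points.

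Of the genes the study's text names in D283 tumorspheres, 7 had a named cluster, and 5 rose and 2 fell. MAP2, NRP2, L1CAM, NRP1 and PLXNA2 rose, with log2 fold changes between 1.78 and 4.11. OTX2 (-0.97) and the cerebellar synapse organizer CBLN1 (-1.54 ± 0.077, SE) fell. All 7 also passed when adjusted over the list alone. The list had a median of 2.18 (camera, adjusted p = 0.0232), with adjusted p = 0.39 with an estimated correlation. The study chose these genes partly on these samples, so their direction is not independent evidence. The other 9 of the 16 genes were not analysed here.

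Every measured gene of the DNA replication and mitosis lists fell, and so did most of the DNA repair list. All 30 measured genes of DNA replication were at least 2-fold lower, with a median log2 fold change of -2.12. CDC6 and MCM10, which load and activate the replicative helicase, were 8.53-fold and 7.95-fold lower. All 55 measured genes of mitosis fell, 52 of them at least 2-fold, with a median of -2.30. The mitotic kinase CDK1 was 8.79-fold lower, at 4.02 ± 0.340 in OTX2 KD and 7.16 ± 0.078 in scramble (SD, n = 3), and CDC25A was 9.15-fold lower. Of 24 DNA repair genes, 20 fell, 0 rose and 4 did not pass, with a median of -0.97. BRIP1 and EXO1, a helicase and a nuclease of homologous recombination, were 8.47-fold and 8.03-fold lower. Adjusted over each list alone, 30, 55 and 23 genes fell. Camera gave adjusted p = 9.43e-19 for replication, 1.08e-27 for mitosis and 9.46e-10 for repair. With an estimated correlation the adjusted p-values were 0.126, 0.126 and 0.184.

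Genes of neuronal differentiation rose. Of 37 neurogenic and immature-neuron genes measured, 25 rose, 22 of them at least 2-fold, 2 fell and 10 did not pass. NHLH1 and MAP2 rose most. The proneural factor NEUROG1 (-0.92 ± 0.095, SE) and the adhesion molecule CNTN1 (-0.52 ± 0.081, SE) fell. Of 31 synaptic genes, 20 rose, 2 fell and 9 did not pass. SYT11, a synaptotagmin of vesicle traffic, rose 11.5-fold and the active zone protein RIMS1 rose 4.16-fold, whereas CBLN1 and the adhesion molecule NRXN3 (-0.84) fell. Adjusted over the list alone, 25 early neuronal genes rose and 3 fell, and 21 synaptic genes rose and 2 fell. The medians were 1.19 and 0.76, with camera adjusted p-values of 2.14e-10 and 4.02e-06. Both lists had adjusted p = 0.0838 with an estimated correlation. Voltage-gated ion channels were represented by 2 genes, of which 0 passed, and were not tested as a set.

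**Figure D3:**
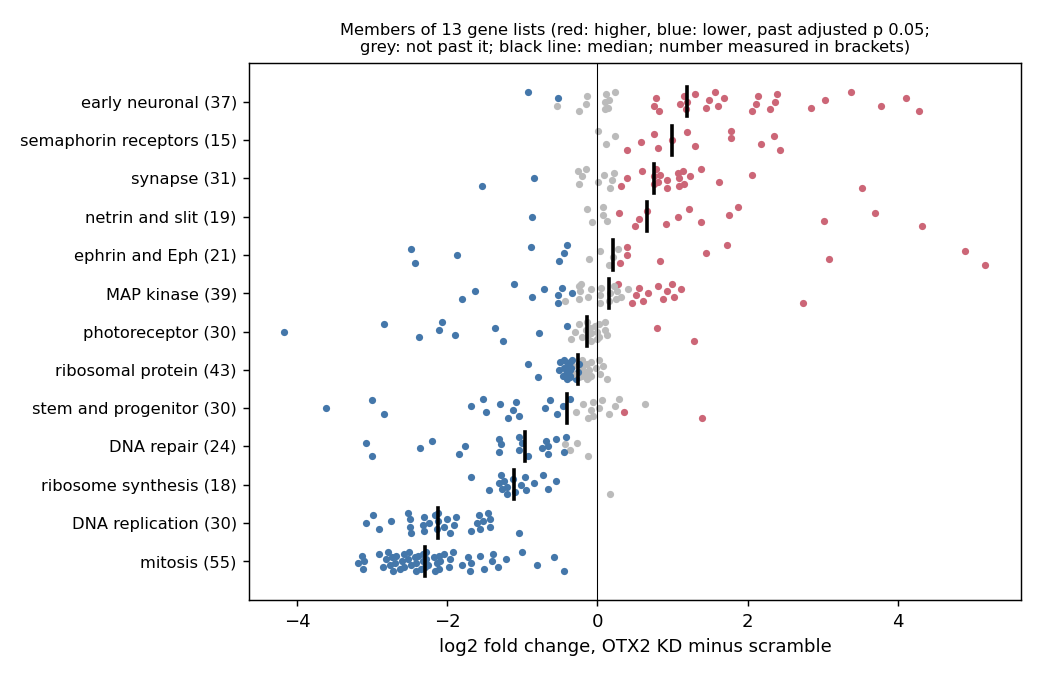
Log2 fold change (OTX2 KD minus scramble, horizontal axis) of every measured member of 13 gene lists, with the number measured in brackets. Each point is a gene, red and blue points passed adjusted p 0.05, grey points did not, and black lines are list medians. The mitosis and DNA replication lists lie wholly below 0 with medians of -2.30 and -2.12, and the early neuronal list has a median of 1.19.

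Genes of photoreceptors and retina, which Group 3 tumours express, fell more often than they rose. Of 30 measured, 10 fell, 2 rose and 18 did not pass, also when adjusted over the list alone. TTR was 18.0-fold lower and PROM1, a membrane protein of photoreceptor discs that is also used as a stem cell marker, was 7.20-fold lower. CRB1 (1.29) and BEST1 (0.80) rose on the log2 scale. The median was -0.14 and the mean -0.62 (camera, adjusted p = 0.0167), with adjusted p = 0.141 with an estimated correlation. Genes typical of Group 3 and Group 4 tumours split, with 7 higher, 9 lower and 5 not past the test among 21. The netrin receptor UNC5D rose 8.09-fold and the transcriptional regulator EYA1 4.45-fold, whereas the natriuretic peptide receptor NPR3 was 4.35-fold lower and the retinal matrix gene IMPG2 3.73-fold lower. The set did not pass camera (adjusted p = 0.692), and 8 genes were higher and 11 lower when adjusted over the list alone. CRX, a transcription factor of photoreceptors, and MYC were chosen after their values were seen. CRX was 4.32-fold lower (adjusted p = 1.36e-05), and MYC was 2.75-fold lower, at 8.53 ± 0.10 in OTX2 KD and 9.99 ± 0.004 in scramble (SD, n = 3, adjusted p = 2.72e-05).

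Neural stem and progenitor genes fell more often than they rose. Of 30 measured, 16 fell, 2 rose and 12 did not pass, with the same counts when adjusted over the list alone, but 17 and 1 after median centring. FZD7 was 12.2-fold lower and the kinase MELK 7.99-fold lower, whereas the hyaluronan receptor CD44 rose 2.61-fold. SOX9 and NES, chosen after their values were seen, were 2.07-fold and 2.11-fold lower. The median was -0.41 (camera, adjusted p = 0.0017), with adjusted p = 0.126 with an estimated correlation. Polycomb and H3K27 demethylase genes moved both ways, with 9 higher, 6 lower and 8 not past the test among 23. The demethylase KDM6B (0.96) and the methyltransferase EZH1 (0.85) rose, and the methyltransferase EZH2 (-1.19) and PCGF6 (-1.13) fell. SUZ12, a partner of EZH2 chosen after its values were seen, had a log2 fold change of -0.73. Of 27 HOX genes, 3 rose, 0 fell and 24 did not pass, and HOXC10 had the largest rise (0.64 ± 0.078, SE). That count of 3 was 1 after median centring of the arrays and 2 after a repeated quantile normalization. Adjusted over each list alone, 10 Polycomb genes were higher and 6 lower, and 1 HOX gene was higher. Neither set passed camera (adjusted p = 0.282 and 0.467).

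Signalling pathways held changed members in both directions. Of 39 genes of the MAP kinase cascade, 13 rose, 9 fell and 17 did not pass (camera, adjusted p = 0.248; fry, adjusted p = 0.00354). The MAP kinase phosphatases DUSP8 and DUSP16 rose 6.68-fold and 2.18-fold. The phosphatase DUSP5 was 3.48-fold lower at its brighter cluster, but its other cluster had a log2 fold change of -0.32 (adjusted p = 0.104), and the GTPase RRAS was 3.09-fold lower. Adjusted over the list alone, 15 MAP kinase genes rose and 12 fell.

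Of 38 WNT pathway genes, 5 rose, 10 fell and 23 did not pass. The WNT agonist RSPO3 rose 6.44-fold and the antagonist FRZB 1.65-fold, and FZD7 and RSPO1 were 12.2-fold and 3.24-fold lower. Of 23 Notch genes, 6 rose, 7 fell and 10 did not pass. The glycosyltransferase MFNG and the coactivator MAML3 rose 3.36-fold and 3.27-fold, whereas the receptors NOTCH2 and NOTCH3 were 3.66-fold and 3.31-fold lower. The receptor NOTCH1, chosen after its values were seen, was 2.60-fold lower. Of 26 BMP and TGF-beta genes, 3 rose, 10 fell and 13 did not pass, with BMP4 (0.69) and SMAD7 (0.48) higher and BMP2 (-2.59) and SMAD5 (-1.52) lower. Of 15 Sonic hedgehog genes, 3 rose, 3 fell and 9 did not pass, with CDON (0.92) and PTCH1 (0.91) higher and GLI3 (-2.04) and GLI2 (-0.97) lower. Adjusted over each list alone, the higher and lower genes were 7 and 10 for WNT, 6 and 8 for Notch, 3 and 10 for BMP and TGF-beta, and 3 and 3 for Sonic hedgehog. None of these 4 sets passed camera, with adjusted p-values of 0.535, 0.815, 0.467 and 0.743. The WNT and BMP lists had medians of 0.01 and 0.02 but means of -0.20 and -0.31. The Sonic hedgehog list had a median of 0.01 and a mean of -0.05, and fry placed it upward without passing (adjusted p = 0.0884). Fry placed WNT and BMP and TGF-beta downward and passed both (adjusted p = 0.000258 and 0.000984), and did not pass Notch (adjusted p = 0.288).

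Genes of ribosome synthesis fell. Of 18 nucleolar ribosome synthesis genes, 17 fell and 0 rose, with a median of -1.11, and MRTO4 and RRS1 were 3.21-fold and 2.72-fold lower. Of 43 cytosolic ribosomal proteins, 21 fell, 0 rose and 22 did not pass, with a smaller median of -0.26. The count of 21 was 31 after median centring and 18 after a repeated quantile normalization, and RPL22 and RPL29 were 1.90-fold and 1.73-fold lower. Camera gave adjusted p = 3.4e-08 and 0.000133, and adjusted p = 0.126 and 0.196 with an estimated correlation. Adjusted over each list alone, 17 and 25 genes fell. Among p53 targets and cell cycle inhibitors, 11 of 16 fell and 1 rose, with TRIAP1 2.99-fold and the nuclease AEN 2.52-fold lower (camera, adjusted p = 0.00092; adjusted p = 0.262 with an estimated correlation). Adjusted over the list alone, 2 rose and 11 fell. The count of 1 riser was 0 after median centring and 2 after a repeated quantile normalization.

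Of 22 genes of the unfolded protein and integrated stress response, 12 fell and 3 rose, with the lipoprotein receptor VLDLR 3.57-fold and the stress sensor ERN1 2.13-fold lower, and CTH (0.85) and ATF3 (0.66) higher. Of 20 hypoxia and glycolysis genes, 11 fell and 1 rose. The hexokinase HK2 was 3.64-fold lower and its relative HK1 2.78-fold higher, and the lysyl oxidase LOX was 2.83-fold lower. The camera adjusted p-values were 0.0167 for stress and 0.0357 for hypoxia, and 0.39 and 0.184 with an estimated correlation. A repeated quantile normalization ended both calls (adjusted p = 0.0522 and 0.0715), as did the restriction to brighter clusters (0.0752 and 0.139), and the hypoxia call also ended without OTX2 KD replicate 3 (0.0515). Over the alternatives other than single arrays left out, the adjusted p ranged from 0.000292 to 0.39 for stress and from 3.48e-05 to 0.184 for hypoxia. Of 17 cholesterol synthesis genes, 2 rose and 6 fell, or 1 and 8 after median centring, with MSMO1 (0.40) higher and FDPS (-0.75) and PMVK (-0.68) lower (camera, adjusted p = 0.139). Adjusted over each list alone, 3 stress genes rose and 12 fell, 1 hypoxia gene rose and 11 fell, and 2 cholesterol genes rose and 8 fell. Of 31 interferon-stimulated genes, which respond to double-stranded RNA, 3 rose, 9 fell and 19 did not pass. IFI44 rose 6.99-fold and CXCL10 1.60-fold, whereas IFITM1 and HERC5 were 6.15-fold and 5.97-fold lower. The interferon set did not pass camera (adjusted p = 0.312), and 4 genes rose and 10 fell when adjusted over the list alone.

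Markers of other lineages were examined as well. Of 14 skeletal muscle genes, 9 fell, 1 rose and 4 did not pass. MYOD1 and MYOG, the transcription factors of muscle differentiation, were 5.78-fold and 3.81-fold lower, and MEF2A had a log2 fold change of 0.38 (camera, adjusted p = 0.0154; adjusted p = 0.298 with an estimated correlation). Of 6 astrocyte markers, 2 rose and 0 fell, with CD44 (1.39) and CHI3L1 (0.73) higher, and GFAP, chosen after its values were seen, had a log2 fold change of -0.04 (adjusted p = 0.764). Of 11 oligodendrocyte markers, 2 rose and 3 fell, with OLIG2 (0.78) and OLIG1 (0.53) higher and UGT8 (-1.57) and ENPP2 (-1.09) lower. Of 11 mesenchymal markers, 2 rose and 4 fell, with FN1 (1.16) and ZEB2 (0.74) higher and SNAI2 (-1.71) and SNAI1 (-1.29) lower. Of 9 endothelial markers, FLT1 (0.43) rose and ESAM (-1.53) fell, and of 5 leukocyte markers CD68 (1.13), a lysosomal protein, rose. Of 14 neural crest and peripheral neuron markers, 1 rose and 2 fell, with 0 higher after median centring. PRPH was the riser and POU4F2 was 1 of the 2 that fell, and both calls were lost without some single arrays. ISL1 fell at its brighter cluster (-0.77) but not at the other (0.00, adjusted p = 0.981). Camera gave adjusted p-values of 0.115, 0.956, 0.904, 0.312, 0.421 and 0.956 for these 6 lists in the order named. The oligodendrocyte, mesenchymal and neural crest lists had medians of 0.11, 0.08 and 0.01 and means of -0.13, -0.13 and -0.07, and for the first 2 of these camera pointed upward and fry downward. Adjusted over each list alone, the higher and lower genes were 2 and 10 for muscle, 2 and 0 for astrocytes, 3 and 3 for oligodendrocytes, 2 and 4 for mesenchyme, 1 and 1 for endothelium, 1 and 0 for leukocytes, and 1 and 2 for neural crest.

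Over the 34 lists tested, 5 were shifted up and 11 down by camera with a preset correlation of 0.01 between genes. With the correlation estimated from the 6 arrays, 0 lists passed in either direction, and fry passed 27. That estimate rested on a residual df of 4, so a missed threshold there does not show that a list was unshifted. Besides the 16 lists that camera called, fry passed the ephrin, MAP kinase, Polycomb, astrocyte and leukocyte lists upward. It passed the Group 3 and Group 4 (adjusted p = 0.00361), WNT, BMP and TGF-beta, interferon (0.000984), cholesterol (0.000997) and oligodendrocyte (0.0202) lists downward. The adjusted p was 0.0192 for Polycomb, 0.00282 for astrocytes and 0.0154 for leukocytes.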

Values the study reported

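The study reported 3614 transcripts that differed at least 2-fold with P < 0.05 between control and OTX2 knockdown D283 tumorspheres. It reported that 90 of these transcripts belonged to axon guidance, of which 57 (63%) were higher after knockdown. Its downstream effects analysis counted 85 of 252 neural development genes whose direction went with more neuronal differentiation, with a Z-score of 3.2.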

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

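The counts without a fold limit under other scalings were chosen after the results were seen. Without each array in turn, clusters higher numbered 1658 to 1715, clusters lower 1807 to 2038, clusters past the unadjusted p and 2-fold limit 3534 to 3806 and shifted gene lists 15 to 16, and the OTX2 log2 fold change lay between -0.99 and -0.96. It was -1.06 after median centring and -0.90 after the repeated quantile normalization. The adjusted p of the lists ranged from 5.52e-08 to 1.75e-07 for semaphorin receptors, 2.72e-06 to 1.98e-05 for netrins and slits, 0.168 to 0.283 for ephrins, 0.168 to 0.329 for MAP kinases, 1.91e-19 to 2.27e-18 for DNA replication, 3.53e-29 to 7.06e-27 for mitosis and 6.27e-11 to 7.25e-10 for early neuronal genes. With clusters of 1 symbol only, fewer clusters were tested, and 595 were higher, 1062 lower and 1657 past the unadjusted p and 2-fold limit. Without a fold limit 7932 were higher and 7034 lower, but 6027 and 8611 after median centring and 7195 and 7288 after the repeated quantile normalization, so the direction of that balance depended on scaling. Camera shifted 16 lists, camera with an estimated correlation 0 and fry 27. With the estimated correlation the adjusted p was 0.126 for semaphorin receptors, 0.0899 for netrins and slits, 0.126 for DNA replication, 0.126 for mitosis and 0.0838 for early neuronal genes. With fry it was 0.000128 for ephrins and 0.00354 for MAP kinases. The estimated correlation was 0.01 for early neuronal genes, 0.005 for netrins and slits and -0.015 for synapses. A correlation clearly above the preset 0.01 therefore does not account for the lost calls of these lists. For mitosis and DNA replication the estimates were higher, at 0.298 and 0.261. The estimated correlation rested on 6 arrays with a residual df of 4, which limits that test. A missed threshold there therefore does not show that a list was unshifted. Otherwise the cause of the differences between set tests was not tested.

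With the replicate number as a block, 1679 clusters were higher and 1945 lower, and 3667 passed the unadjusted p and 2-fold limit. Deviations of same-numbered arrays had r of -0.056, -0.023 and -0.001, and 0 arrays correlated best with their own number, so the numbers were not taken as a pairing. Median centring gave 1382 higher and 2270 lower clusters, and the repeated quantile normalization 1668 and 1911. Over all alternatives and the 153 genes examined, 1948 gene results kept direction and side of the threshold, 38 missed the threshold and 0 reversed. All of those 38 belonged to PLK3, IGF2BP2, HOXC9, SREBF2, PRPH and POU4F2. Leaving out single arrays gave these 6 genes adjusted p-values of 0.0547 to 0.107 where the call was lost. Most of the 153 genes were named because they passed the threshold in these same arrays, or were chosen after their values were seen. The tally of kept results is therefore partly fixed by that choice. The restriction to clusters with 1 symbol was not run for the gene lists, which hold named genes only. Signal over background limits dim genes, and this was not measured here. In scramble, SCG2 (2.56), RSPO3 (3.28), RIMS1 (3.41) and CD44 (3.39), among others, lay below the median of every array. The size of their rises is uncertain.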

Other observations

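The gene families, microRNA genes and correction for level in this part were examined only after results had been seen, and so was the count of clusters beyond 2 SE of the OTX2 change. Genes of the mitochondrial ribosome fell more often than they rose. Of 48 protein-coding MRPL genes 39 fell and 0 rose, with a median log2 fold change of -0.58. Sets were tested with camera over 169 families with a shared symbol stem, in which pseudogenes and non-coding transcripts of the stem were included. All 52 MRPL symbols gave adjusted p = 8.95e-08, and adjusted p = 0.644 with an estimated correlation. MRPL11 and MRPL40 were 2.54-fold and 2.55-fold lower. Of 25 protein-coding MRPS genes 20 fell and 0 rose, with a median of -0.57 (all 26 symbols, adjusted p = 1.21e-05; 0.644 with an estimated correlation). Of 22 protein-coding genes of the NUP stem, most of them nuclear pore genes, 17 fell and 0 rose, with a median of -0.56 (all 24 symbols, adjusted p = 0.000168; 0.644 with an estimated correlation), and NUP37 and NUP205 were 2.59-fold and 2.40-fold lower. Of 13 TIMM genes, which import proteins into mitochondria, 9 fell and 0 rose, with a median of -0.56 (adjusted p = 0.00605; 0.644 with an estimated correlation), and TIMM8A was 2.87-fold lower. Genes of the beta protocadherin cluster (PCDHB), which encode adhesion molecules of neurons, rose more often than they fell. Of 16 protein-coding PCDHB genes 11 rose and 0 fell, with a median of 0.99 (all 19 symbols, adjusted p = 9.72e-06; 0.644 with an estimated correlation), among them PCDHB13 (2.16), PCDHB12 (2.10) and PCDHB10 (2.08). PCDHB13 lay at 1.80 in scramble, below the lower quartile of every array, so the size of its rise is uncertain. These paralogs are alike in sequence, and their signals were not separated here. PCDH10, a protocadherin outside that cluster, rose 9.71-fold. Over the 169 families, 25 passed camera, 9 up and 16 down, and 0 passed with an estimated correlation. The latter test was limited by its residual df of 4.

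Among clusters annotated as microRNA precursors, 24 of 1236 were higher by at least 2-fold and 6 were lower. These counts are of clusters, not genes. MIR4454, MIR3671 and MIR548I2 each had more than 1 cluster among the higher ones, and those of MIR4454 had the same log2 fold change (1.11). These clusters measure precursor or host transcripts, not mature microRNA. MIR2682 and the host transcript MIR137HG rose 6.67-fold and 5.38-fold, MIR7-3HG 4.47-fold, MIR181B1 2.99-fold and MIR181A1HG 2.22-fold. The related host transcript MIR181A2HG was 2.30-fold lower, and MIR424 and MIR503 were 2.92-fold and 2.76-fold lower.

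The count of changed clusters was also taken for other splits of the arrays. Of 10 splits of the 6 arrays into 3 and 3, 1 gave as many changed clusters, the real one, with 3613, and the highest of the others gave 0. These splits are too few for a share under 0.05. Every other split also mixes arrays of both groups, so that the real difference adds to the spread within its groups. A low count there was thus largely fixed in advance.

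REST, a repressor of neuronal genes through the RE1 element, fell 8.09-fold (adjusted p = 1.12e-05, lower in 3 of 3 arrays), so release of genes that REST represses may contribute to the rise of neuronal genes. Of 23 measured genes from a list of 34 known RE1 genes, written after the fall of REST was seen but before the values of these genes were, 16 rose and 0 fell, among them NPAS4 (2.21), SCG2 (1.88) and SYT7 (1.80). Their median of 0.65 stood at percentile 100 of 10000 random lists of like level, whose 95th percentile was 0.14. The other 68 neuronal genes had a median of 0.89, so that the RE1 median differed from theirs by -0.24 (one-sided permutation p = 0.841 for a larger rise). A difference of 0 or below had been set beforehand to mean that RE1 genes moved only as far as other neuronal genes, and -0.24 met this. At least 4 of those 68 genes are themselves known RE1 genes, which that bound did not allow for. Release from REST and a general rise of neuronal genes therefore cannot be told apart here.

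OTX2 RNA fell less than 2-fold in the deposited scaling (-0.97) and more than 2-fold after median centring (-1.06), and a flattened array response at high level could be a technical explanation, since OTX2 was brighter than 99.4% of clusters in scramble. Of 353 clusters within 0.5 log2 of its level, 9 fell by more than OTX2. This passed the bound of 5 set beforehand for counting against that explanation. Of these 9, 4 differed from OTX2 by over 2 SE, fewer than that bound, and the lowest changed by -2.09. Among the 9, IMPG2 (-1.90), HSPB1 (-1.30) and LAPTM4B (-0.99) were the 3 named ones. Larger falls could thus be measured at this level, but a flattened response would lessen falls without ending them. The count therefore cannot decide whether the fall of OTX2 was lessened. The response of the OTX2 probes themselves was not tested, and the level of OTX2 protein was not analysed here. Outside the arrays, the study reports knockdown of OTX2 protein in D283 tumorspheres by immunoblot with several siRNA sequences.

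Clusters with no gene name were higher in 55.1% of 2-fold changes and protein-coding ones in 34.4%. The class without a name reflects the annotation used. It may hold protein-coding genes, such as the semaphorin ligands, which had no named cluster. A level-dependent offset left by normalization could give such a gap, but after the median change of clusters of like level was taken off the gap was 19 percentage points. When the named genes of the DNA replication, mitosis and repair lists were left out of the protein-coding clusters, it was 18.5 points. Unnamed clusters of such genes could not be left out. Neither the offset nor those named genes account for the whole gap, and its cause stays open.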
